A study of Mus musculus with 12 samples. Its data were reported in "Identification of nuclear-enriched miRNAs during mouse granulopoiesis" (2014).

How the data were processed

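Total RNA from LSK cells, promyelocytes, myelocytes and granulocytes sorted from mouse bone marrow had been hybridised by the authors to Affymetrix Mouse Gene 1.0 ST arrays, which carry 1 colour, with 3 arrays for each population and 12 in all. The values used are the deposited log2 values, which the authors made with justRMA of Bioconductor (version not given in the sources used here): background correction, quantile normalization of probes and summary of each probe set by median polish. No further normalization was applied. Over all 34760 rows the median of an array lay between 4.96 and 5.12 and the 75th percentile between 6.71 and 7.03, the lowest 75th percentiles being those of the granulocyte arrays (6.71 to 6.76). No arrays held identical values, and every column was matched to 1 sample through the labels. The labels call the arrays of a group biological replicates without stating that they came from separate animals, so p-values measure the spread between these samples, which may be partly technical. The number of arrays limits the precision: the median within-group standard deviation was 0.21 on the log2 scale, with 8 residual and 7.02 prior degrees of freedom.

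Rows were named through the platform's probe table. Of the 34760 rows, 21640 had 1 gene symbol, 1321 had several and 11799 had none, and only rows with 1 symbol were tested, since the others cannot be assigned to a single gene. The study's measurements of mature miRNAs were not used here. Of these, 21553 were matched by gene identifier to the reference gene table, which changed 0 symbols. Where a gene had several rows, the row with the highest mean over the 12 arrays was taken, which left 19937 genes. Several rows were present for 954 genes, and their rows were called in opposite directions for 0, 1, 0, 4 and 2 genes in the 5 comparisons as ordered below. The olfactory and vomeronasal receptor genes, 1194 in number and taken as not expressed in these cells, set the level of dim signal: the 95th percentile of their means was 4.51, and 5901 genes (29.6%) lay at or under it in every group.

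Genes were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, in 1 fit of 4 group means to all 12 arrays. The comparisons were promyelocytes minus LSK cells, myelocytes minus promyelocytes, granulocytes minus myelocytes, granulocytes minus promyelocytes and granulocytes minus LSK cells. A gene counted as higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2, the fold that the study used. The study's methods name a moderated p of the same size and do not state its adjustment, so the unadjusted p was run as an alternative. A gene counted as highest or lowest in a stage where it passed in the same direction against each of the other 3 stages, and differences among the 4 stages were tested with the moderated F test. The genes named are, for each comparison, taken from the 10 largest increases and the 10 largest decreases among called genes whose arrays did not overlap between the groups, from the members of the gene lists, and for each stage from the 5 highest and 5 lowest by the smallest of the 3 differences. All members of the study's lists and of the sort antigens are named where they were measured. Genes known only as predicted models were counted and not named, no fold is given where a group mean lay at or under the olfactory level, which leaves the difference one from dim signal, and a gene that this rule would name is not reported here.

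There were 30 gene lists: primary granule, secondary granule, tertiary granule and secretory vesicle, neutrophil receptors, NADPH oxidase, inflammatory mediators, interferon response, stem and progenitor, granulopoietic transcription factors, mitosis, DNA replication, ribosome biogenesis, mitochondrial respiration, glycolysis, nuclear envelope, miRNA pathway, hosts of intronic miRNAs, 3 lists of genes that the study named, the sort antigens, and markers of erythroid, B, T and NK, monocyte and macrophage, megakaryocyte, basophil and mast, eosinophil, dendritic, and stromal and endothelial cells. Members without a tested row were not analysed here. The lists were tested with camera at a correlation of 0.01, adjusted over all 150 tests of a list in a comparison, and 73 of these passed. With an estimated correlation 10 passed, and with fry, which asks whether a list moves on balance in 1 direction and does not compare it with other genes, 96 did. The groups, tests, thresholds, lists, the rule for named genes and the alternatives were chosen before the data were examined, apart from 3 alternatives, the group of miRNA-named genes and the tests of single arrays that the closing text names. The alternatives were median and 75th percentile centring, quantile and cyclic loess normalization, filters on dim genes, other choices of rows, thresholds and spread, the replicate number as a block, and each array left out in turn. Deviations of same-numbered arrays were correlated over 0.1 in all 3 pairs of promyelocytes and myelocytes (0.184, 0.118 and 0.196), so the data pair these samples by number although the labels do not, and in no other comparison did all pairs reach it. Every array whose omission changed the call of a named gene or of a list in the comparison described is named beside it, and so is every array whose omission moved the fold of a called gene by over 1.5 times where its difference is given.

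Simulated data for the same 19937 genes, 50 changed at each fold, tested the procedure. At a fold of 2, at the threshold, 44%, 50%, 58%, 52% and 42% of these were recovered in the 5 comparisons. At a fold of 3 the shares were 96%, 96%, 98%, 96% and 98%, and the calls among unchanged genes numbered 4, 4, 6, 1 and 5. Camera called 5 of 5 raised and 0 of 5 unchanged lists, with no test at the real lists' correlation.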

Results

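Messenger RNA was measured on Affymetrix Mouse Gene 1.0 ST arrays in 4 cell populations sorted from the bone marrow of C57BL/6 mice, with 3 arrays for each population and 12 in all. LSK cells, which lack lineage markers and carry Sca1 and cKit, hold the stem and early progenitor cells. Promyelocytes, myelocytes and granulocytes are successive stages of the lineage that ends in the neutrophil. The study set these messages against miRNA levels to find targets that moved in the opposite direction, and the question asked of the arrays was which messages changed from each stage to the next. Of the 19937 genes tested, 10767 (54.0%) differed among the 4 stages by the moderated F test. The first principal component held 73.8% of the variance and ran from LSK cells and promyelocytes to granulocytes, and the second held 10.3%. Across genes, which are not independent replicates, arrays of the same population correlated at 0.981 to 0.991. Arrays of LSK cells and promyelocytes correlated at 0.953 to 0.977, those of promyelocytes and myelocytes at 0.898 to 0.911, and those of promyelocytes and granulocytes at 0.809 to 0.835. In what follows, differences are on the log2 scale with their standard error (n = 3 arrays per group), and each gene named among the largest differences had all 3 arrays of one group above all 3 of the other.

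**Figure D1:**
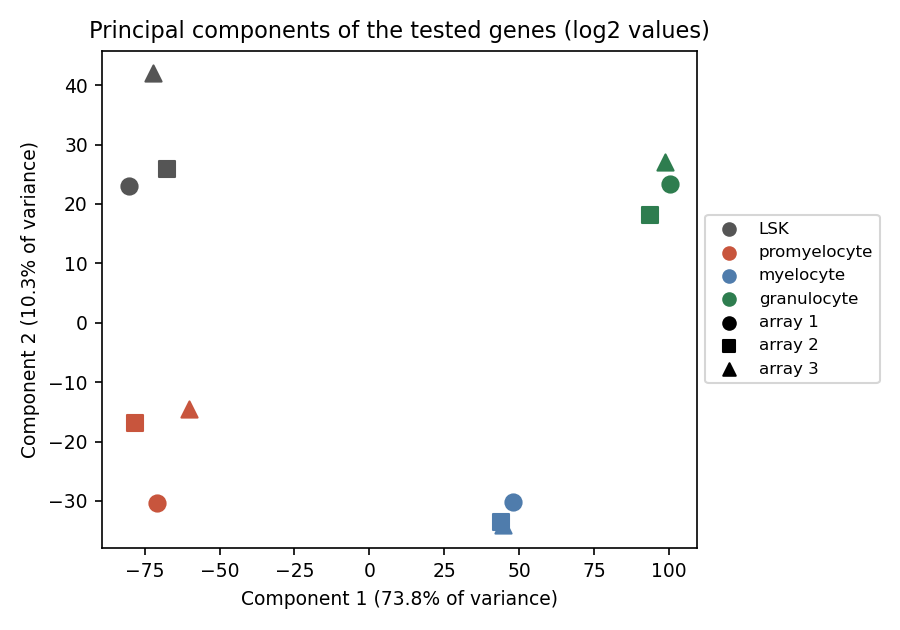
Each point is 1 of the 12 arrays, placed by its scores on the first (73.8% of the variance) and second (10.3%) principal components of the 19937 genes, with colour for the stage. LSK cells and promyelocytes lie on the left, myelocytes in the middle and granulocytes on the right.

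**Figure D2:**
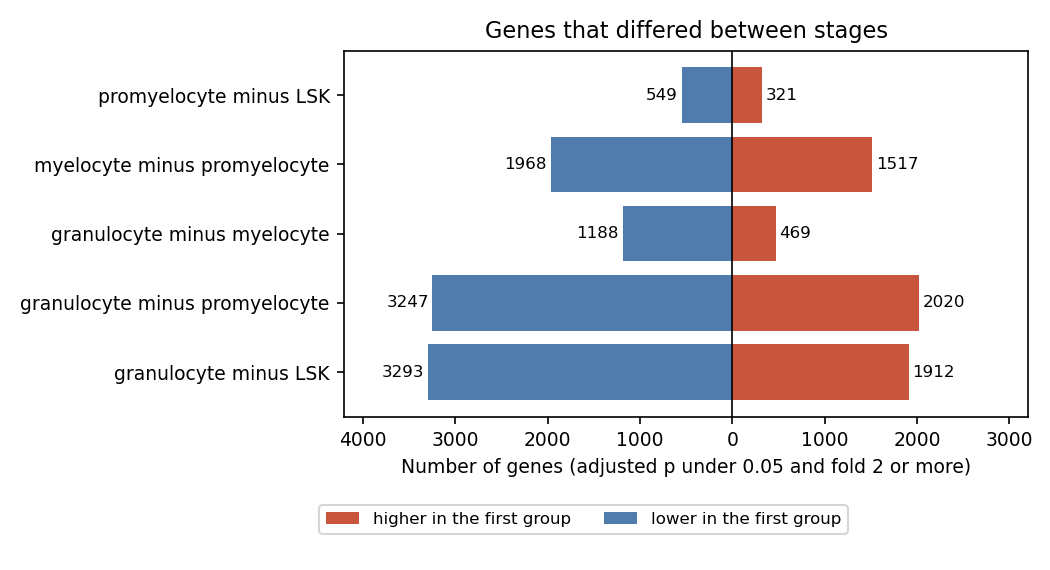
Bars give the number of genes called higher (right, red) or lower (left, blue) at an adjusted p under 0.05 and a fold of at least 2 for each of the 5 comparisons, starting at 0. The step from promyelocyte to myelocyte had 1517 higher and 1968 lower genes, against 321 and 549 from LSK cells to promyelocytes and 469 and 1188 from myelocytes to granulocytes.

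The first comparison asked what distinguishes promyelocytes from the stem and progenitor cells upstream of them. Among the largest decreases in promyelocytes, Dntt, the terminal transferase of early lymphoid cells, fell by 5.34 ± 0.16 (adjusted p = 3.37e-11) to 3.95, under the olfactory level of 4.51 that marks dim signal, and Flt3, a cytokine receptor of multipotent progenitors, fell by 3.77 ± 0.25 (13.6-fold). Ctla2a fell by 4.53, the immediate early transcription factor Nr4a1 fell by 4.26 and the sialomucin gene Emcn fell by 4.04 to a dim 3.73. Among the largest increases were eosinophil peroxidase, Epx (4.23 ± 0.88, adjusted p = 0.00417, from a dim 4.12 in LSK cells), Prg2 (4.07 ± 0.87), Prg3 (3.61 ± 0.65), the IgE receptor subunit Ms4a2 (3.47 ± 0.65) and the mast cell protease Mcpt8 (3.30 ± 0.53). Prg3 (4.49) and Ms4a2 (3.83) were dim in LSK cells too. The promyelocyte arrays were unequal, as Epx stood at 9.81, 5.06 and 10.19 on promyelocyte arrays 1, 2 and 3. Epx was at 3.31, Prg2 at 3.31 and Prg3 at 2.71 without promyelocyte 3, and at 5.88, 5.56 and 4.78 without promyelocyte 2, when Mcpt8 was at 3.91. Without promyelocyte 1 Epx was at 3.50 and Prg2 at 3.36. Ear6, an eosinophil ribonuclease, was higher by 3.37 ± 0.83 from a dim 4.30 (adjusted p = 0.0131), and this call was lost without promyelocyte 1 (2.95, adjusted p = 0.0635), its difference being 2.27 without promyelocyte 3 and 4.90 without promyelocyte 2. Further increases were in Ms4a3 (3.04 ± 0.66), the factor XIII gene F13a1 (3.04 ± 0.52) and the myeloid receptor Clec5a (2.95 ± 0.39). Without LSK 3 these 3 were at 1.87, 2.22 and 2.29 and Nr4a1 at -4.92, and without LSK 2 Ms4a3 was at 3.84. In total 321 genes were higher and 549 lower, 4.36% of those tested, and 315 and 539 of them did not overlap between the groups, where chance gives 10% of genes. With each array centred on its own median the calls were 427 higher and 446 lower.

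Of 18 measured stem and progenitor genes, 14 fell in promyelocytes and 4 did not pass, with the same count adjusted over the list alone. Hlf fell by 3.41, Meis1 fell by 2.80, Mycn fell by 2.71 and Angpt1 fell by 2.56, while Tal1 (-0.09), Hoxa10 (-0.54), Lmo2 (-0.68) and Gata2 (-0.96) did not pass. As a set they shifted down against other genes, and the call held (camera adjusted p = 2.06e-20, and adjusted p = 0.0468 with an estimated correlation). Of 10 primary granule genes, which encode the proteases and peroxidase made first in the lineage, 5 rose and 5 did not pass, or 7 rose when adjusted over the list alone. Ms4a3, Prss57 (2.24), Prtn3 (1.84), Plac8 (1.42) and myeloperoxidase, Mpo (1.24 ± 0.37), rose, while Ctsg (1.90 ± 0.63) and Elane (1.52 ± 0.55) had larger errors and did not pass. Without LSK 2, both Ctsg (2.53, adjusted p = 0.0191) and Elane (2.17, adjusted p = 0.0133) passed, and Ctsg also did without LSK 1 (2.30, adjusted p = 0.0447). Both genes also passed with the replicate number as a block (adjusted p = 0.00716 and 0.0393). The call for Mpo was lost without LSK 3 (0.79, adjusted p = 0.212), promyelocyte 1 (1.17, 0.111), promyelocyte 2 (1.12, 0.116) or myelocyte 2 (1.24, 0.0517). The list's call (adjusted p = 1.23e-07) was lost with correlation estimated (adjusted p = 0.181 with an estimated correlation). These genes were unequal among the LSK arrays themselves, Ms4a3 being at 8.37, 9.20 and 5.26 on LSK arrays 1, 2 and 3, and Prtn3 was at 1.21 without LSK 3. Of 5 measured NADPH oxidase genes 3 rose, among them Cybb (2.10) and Ncf1 (1.16) (adjusted p = 0.000205, and adjusted p = 0.218 with an estimated correlation). Among 15 measured neutrophil receptors 4 rose, including Clec7a (2.23) and Fcgr4 (1.42, from a dim mean), with adjusted p = 0.00645 for the list and adjusted p = 0.224 with an estimated correlation. Only 2 of 14 secondary granule genes rose, the haptoglobin gene Hp (from 7.17 to 9.67) and Chil3 (1.18). The call for Chil3 was lost without LSK 2 (1.07, adjusted p = 0.0519) or promyelocyte 1 (0.77, under a fold of 2). The list missed the threshold (adjusted p = 0.0529). It passed without LSK 2 (adjusted p = 0.0458), LSK 3 (0.0189), promyelocyte 2 (0.0071), promyelocyte 3 (0.00612) or myelocyte 3 (0.0482). Of 11 tertiary granule and secretory vesicle genes, Mcemp1 (1.54), Cd14 (1.49, from a dim 4.14) and Cfp (1.23) rose and Padi4 fell by 1.53 (adjusted p = 0.25).

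Among 20 transcription factors of granulopoiesis, 5 rose and 5 fell. Irf8 (1.92), Cebpa (1.52), Cebpe (1.51), Cebpd (1.43) and Gfi1 (1.21), which direct myeloid commitment and maturation, rose, whereas among those that fell Egr1 fell by 1.92, Fos fell by 1.75 (-2.35 without LSK 3) and Junb fell by 1.18. Their median did not shift against other genes (adjusted p = 0.709). Of 17 measured interferon response genes, 6 fell, among them Ddx58, which fell by 2.08, Irf7, which fell by 1.97, and Oas2, which fell by 1.95 (adjusted p = 9.23e-12, and adjusted p = 0.139 with an estimated correlation). Of 16 inflammatory mediators 3 fell, or 6 when adjusted over the list alone, among them the cytokine signalling inhibitor Socs3, which fell by 1.87, and Ccl3, which fell by 1.80 but did not pass without promyelocyte 1 (-1.55, adjusted p = 0.0566). That list's call (adjusted p = 0.0111, and adjusted p = 0.564 with an estimated correlation) was lost without LSK 1 (0.135) or LSK 2 (0.0699). Among metabolic genes, Hk3 (1.89), Hk2 (1.40) and Pfkp (1.25) of 15 measured glycolysis genes rose and the glucose transporter Slc2a3 fell by 1.40 (adjusted p = 0.00959, and adjusted p = 0.466 with an estimated correlation). The 18 mitochondrial respiration genes had a median of 0.46 with 0 calls by limma, 10 having an unadjusted p under 0.05 and 0 of these a fold of at least 2 (camera adjusted p = 9.02e-05, and adjusted p = 0.408 with an estimated correlation). Rrs1 (1.38) alone rose among 20 ribosome biogenesis genes, and the list's call (adjusted p = 0.0086, and adjusted p = 0.564 with an estimated correlation) was lost without promyelocyte 2 (0.126). Rrm2 (1.11) and Cdc6 (1.09) rose among 21 DNA replication genes, but Rrm2 did not pass without LSK 3 (0.87) or promyelocyte 1 (0.98), nor Cdc6 without LSK 2 (0.89) or promyelocyte 2 (0.98). The list passed (adjusted p = 0.0441, and adjusted p = 0.755 with an estimated correlation), a call lost without LSK 2 (0.158), LSK 3 (0.102), promyelocyte 1 (0.339), promyelocyte 2 (0.234) or granulocyte 3 (0.0503). Of 19 mitosis genes limma called 0, with 1 at an unadjusted p under 0.05 (adjusted p = 0.555).

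All 14 genes that the study listed as targets higher in LSK cells fell in promyelocytes, but because the study picked them on these samples the count is not independent evidence. The G protein regulator Rgs1 fell by 3.56 ± 0.46 (-4.18 without LSK 3), Vldlr fell by 3.44 ± 0.22, Hlf fell by 3.41 ± 0.24 and Mycn fell by 2.71 ± 0.27. Arhgef12 fell by 2.39, Prkg1 by the same amount to 2 decimals, Eya1 fell by 2.34, Zfp36 fell by 2.17, Xrcc5 fell by 2.12, Trp53inp1 fell by 2.08, Nfatc2 fell by 2.03, Cobll1 fell by 1.95 and Klf12 fell by 1.70, with Angpt1 given above, and Arhgef12, Prkg1 and Klf12 were dim in promyelocytes. Adjusted over the list alone the count was also 14 (camera adjusted p = 2.32e-24, and adjusted p = 0.0129 with an estimated correlation). Of 8 other measured genes that the study named, Met (2.74), Csf1r (2.31) and Cebpa rose. The study listed Met and Csf1r among predicted targets lower in LSK cells on these samples, so their rise and the list's call are not independent evidence. The call (adjusted p = 0.0424, and adjusted p = 0.408 with an estimated correlation) was lost without LSK 1 (0.149), promyelocyte 1 (0.106) or granulocyte 3 (0.0503). The host genes of intronic miRNAs had 3 of 22 members fall, including Egfl7, host of miR-126, which fell by 1.35, and Lpp, which fell by 1.13. That list's median was -0.04 against 0.04 for all genes, or 0.06 against 0.14 with arrays centred on their medians. Its call (adjusted p = 0.0276, and adjusted p = 0.258 with an estimated correlation) was lost without promyelocyte 3 (0.154). In the miRNA pathway 2 of 20 genes fell, with Ago1, which fell by 1.17, the larger change, and the list missed the threshold (adjusted p = 0.0551) but passed without LSK 2 (0.0188), promyelocyte 1 (0.0193), promyelocyte 2 (0.0184) or granulocyte 3 (0.0489). Mov10, the other gene, fell by 1.06, but by less than a fold of 2 without LSK 3 (-0.96) or promyelocyte 1 (-0.99). Of 12 nuclear envelope genes Syne2 fell by 1.36 (adjusted p = 0.559).

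Markers of other cell types also separated the first 2 populations. Of 10 basophil and mast cell markers 6 rose in promyelocytes (7 adjusted over the list alone), including the histidine decarboxylase gene Hdc (2.44, or 1.75 without LSK 3) beside Mcpt8 and Ms4a2 (camera adjusted p = 3.86e-05, and adjusted p = 0.147 with an estimated correlation). Without LSK 3 the calls for Cpa3 (2.01, adjusted p = 0.0595), Prss34 (2.87, adjusted p = 0.0691) and Gzmb (0.88, under a fold of 2) were lost. Those for Cpa3 and Prss34 were also lost without promyelocyte 1 (adjusted p = 0.0515 and 0.106). That for Prss34 was lost without LSK 1 (adjusted p = 0.063) or LSK 2 (0.0513) too. Of 6 measured eosinophil markers 4 rose, Siglecf (1.18) with Epx, Prg2 and Prg3 (adjusted p = 7.5e-05, and adjusted p = 0.139 with an estimated correlation). Monocyte and macrophage markers rose in 7 of 13 cases, including the chemokine receptor Ccr2 (2.43), Ms4a6c (2.20) and Ly86 (2.03), with adjusted p = 0.000107 for the list and adjusted p = 0.378 with an estimated correlation. Of 11 B cell markers 5 fell, among them Blnk, which fell by 2.01, Cd79a, which fell by 1.93, and Igll1, which fell by 1.85 (adjusted p = 1.03e-06, and adjusted p = 0.147 with an estimated correlation). Blnk and Cd79a were dim in promyelocytes, as was Il7r, which fell by 2.09 among 11 T and NK cell markers (adjusted p = 0.0155, and adjusted p = 0.287 with an estimated correlation), a list call lost without promyelocyte 1 (0.0632). Car1 fell by 2.44 (-3.03 without LSK 3) among 7 erythroid markers (adjusted p = 0.0316, and adjusted p = 0.466 with an estimated correlation), a call lost without LSK 2 (0.215), promyelocyte 1 (0.0567) or promyelocyte 3 (0.118). Gp5 fell by 1.03 among 9 megakaryocyte markers but stayed under a fold of 2 without LSK 2 (-0.93) or promyelocyte 3 (-0.81), and the list's call (adjusted p = 0.0093, and adjusted p = 0.408 with an estimated correlation) was lost without the same arrays (0.0501 and 0.0556). Limma called 0 of 10 dendritic cell markers, of which 2 had an unadjusted p under 0.05 (adjusted p = 0.148, passing without myelocyte 3 at 0.0484), and 0 of 10 stromal and endothelial markers, of which 0 had such a p (adjusted p = 0.966).

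The second comparison asked what changes between promyelocytes and myelocytes, the stage at which granule contents switch. The largest increases were in the matrix proteases Mmp9 (6.71 ± 0.22, 105-fold, adjusted p = 8.19e-12) and Mmp8 (6.39 ± 0.24, 84.1-fold), the chitinase-like gene Chil1 (6.35 ± 0.16, 81.5-fold), Ifitm6 (6.31, or 5.72 without promyelocyte 3), the sialyltransferase gene St3gal5 (6.26), Slfn4 (6.15) and the acute phase gene Orm1 (6.13). Ly6g rose by 7.30 ± 0.18 (158-fold), but it belongs to the Gr-1 antigens on which the cells were sorted. Myc, a driver of growth and division, fell by 4.41 ± 0.26 (21.2-fold, adjusted p = 2.74e-09), spermidine synthase, Srm, fell by 4.23 ± 0.19 (18.8-fold), and the primary granule genes Prtn3 and Mpo fell by 4.02 ± 0.38 (16.2-fold) and fell by 3.85 ± 0.37 (14.5-fold). Gria3 fell by 4.42 and C1qbp fell by 3.98. In all 1517 genes were higher and 1968 lower, 17.5% of those tested, the largest change among the 3 consecutive steps, and 1504 and 1940 of these did not overlap between groups. With arrays centred on the 75th percentile the calls were 1731 higher and 1717 lower, and the median of all genes was 0.11 against 0.01 as deposited.

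All 14 secondary granule genes rose in myelocytes, by 2.26 (Hp) to 6.39 (Mmp8). Lactoferrin, Ltf, went from 8.28 to 13.15 (4.87 ± 0.24), the cathelicidin gene Camp rose by 5.37 ± 0.42 (6.08 without promyelocyte 1) and Lcn2, which encodes an iron siderophore carrier, rose by 3.98 ± 0.21, and the list's call held (camera adjusted p = 1.36e-17, and adjusted p = 0.0468 with an estimated correlation). Of 11 tertiary granule and secretory vesicle genes 8 rose, among them Mmp25 (5.61), Adam8 (4.89) and the histone deiminase Padi4 (4.60), while Alpl (0.23), Ctsb (0.50) and Cd14 (0.54) did not pass (adjusted p = 3.47e-09, and adjusted p = 0.0129 with an estimated correlation). Neutrophil receptors rose in 11 of 15 cases, including the complement receptor C5ar1 (5.32), Ccr1 (4.81) and Cxcr2 (4.00), Ccr1 starting from a dim 3.99, with Tlr2 (0.52) and Selplg (-0.02) not passing, and this call held too (adjusted p = 3.69e-11, and adjusted p = 0.0153 with an estimated correlation). Each of the 5 NADPH oxidase genes rose, Cybb by 3.52, Ncf4 by 2.75 and Ncf1 by 2.37 (adjusted p = 5.26e-06, and adjusted p = 0.143 with an estimated correlation). Of 10 primary granule genes 9 fell, including Elane, which fell by 3.65, and Ctsg, which fell by 3.36, and Cd63, a granule membrane protein gene, rose by 1.11, though by less than a fold of 2 without promyelocyte 2 (0.81) or myelocyte 3 (0.995) (adjusted p = 0.000161, and adjusted p = 0.312 with an estimated correlation). Inflammatory mediators rose in 9 of 16 cases, Osm by 2.89, Il1b by 2.47 from a dim 4.15 and Ccl3 by 2.40 (adjusted p = 9.02e-05, and adjusted p = 0.406 with an estimated correlation), and interferon response genes in 8 of 17, Oas2 by 3.22, Oas3 by 2.94 and Ddx58 by 2.63 (adjusted p = 1.3e-07, and adjusted p = 0.218 with an estimated correlation).

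From promyelocytes to myelocytes 18 of 20 ribosome biogenesis genes fell, with Gnl3, which fell by 3.73, the methyltransferase fibrillarin, Fbl, which fell by 3.49, and Dkc1, which fell by 3.42, and only Polr1a (-0.33) and Ebna1bp2 (-0.87) not passing (camera adjusted p = 3.24e-17, and adjusted p = 0.109 with an estimated correlation). DNA replication genes fell in 19 of 21 cases, including the helicase subunits Mcm6, which fell by 2.42, and Mcm2, which fell by 2.32, with Rrm2 (-0.53) and Cdc45 (-0.75) not passing (adjusted p = 3.4e-10, and adjusted p = 0.287 with an estimated correlation). By contrast limma called 0 of 19 mitosis genes, with 3 at an unadjusted p under 0.05, and the proliferation marker Mki67 was at 10.01 in promyelocytes and 10.14 in myelocytes (adjusted p = 0.475 for the list). The mitosis count stayed 0 without myelocyte 1 or myelocyte 3 and was 1 without myelocyte 2, and the DNA replication count was 16 without myelocyte 1 and 19 without either of the others. The myelocyte arrays were unequal in both lists, with median differences between arrays 1 and 3 of -0.92 and -0.77. Mitochondrial respiration genes fell in 5 of 18 cases, Idh3a, which fell by 2.47, and Fh1, which fell by 2.09, changing most (adjusted p = 8.22e-05, and adjusted p = 0.408 with an estimated correlation). Glycolysis genes went both ways, Slc2a3 (4.30) and Pfkfb4 (3.22) rising while Pfkm fell by 1.73 and Pfkl fell by 1.30 (adjusted p = 0.377). Of the 20 transcription factors 9 rose and 4 fell. Id2 (3.85), Klf2 (2.30), Klf6 (2.24), Cebpe (2.14) and Spi1, which encodes PU.1 (1.35), rose, while Irf8 fell by 3.03, Myb fell by 2.45 and Cebpa fell by 1.43 with Myc (adjusted p = 0.134). Of 18 stem and progenitor genes 5 fell, Cd27, which fell by 3.07 to a dim 4.37, the most, and Erg rose by 1.14 (0.99 without promyelocyte 3, under a fold of 2). That list's call (adjusted p = 0.0297, and adjusted p = 0.564 with an estimated correlation) was lost without promyelocyte 2 (0.0533).

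Genes of the nucleus and of miRNA processing changed singly. The outer nuclear membrane proteins Syne1 (4.14 ± 0.19) and Syne2 (3.48 ± 0.20) and the inner membrane protein Sun2 (1.13) rose among 12 nuclear envelope genes, while Banf1 fell by 1.80 (adjusted p = 0.378). In the miRNA pathway Drosha, the nuclease that starts miRNA maturation, fell by 2.19 ± 0.16, Gemin4 fell by 1.99, the GTPase Ran fell by 1.57 and Tnrc6b rose by 1.49, with 16 of 20 genes not passing (adjusted p = 0.343). Among the hosts of intronic miRNAs, Pde2a (3.05) and Ctdsp1 (1.09) rose, and Mcm7, host of the miR-106b cluster, and Ppargc1b fell by 2.21 and fell by 1.26, the latter to a dim 4.32 (adjusted p = 0.605). The study's targets higher in LSK cells went both ways, with Trp53inp1 (3.94) and Zfp36 (1.93) rising, 3 falling, including Angpt1 and Eya1, dim in myelocytes at 4.30, and 9 of 14 not passing, or 3 rising when adjusted over the list alone (adjusted p = 0.992). The other genes that the study named had 2 rise, E2f2 (2.54) and Spi1, and 3 fall, Met, which fell by 3.18, Myc and Cebpa, without a shift of the list (adjusted p = 0.298).

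Markers of other cell types also changed in this step. The basophil markers Fcer1a (3.04), Prss34 (2.53) and Hdc (1.44) rose, 4 when adjusted over the list alone, and the list did not pass (adjusted p = 0.605). The call for Hdc was lost without promyelocyte 3 (1.14, adjusted p = 0.065), and that for Prss34 without promyelocyte 2 (1.26, adjusted p = 0.0599), myelocyte 1 (2.05, 0.0776) or myelocyte 2 (2.44, 0.0522), and it was at 3.51 without promyelocyte 1. Fcer1a was at 2.00 without promyelocyte 2, 3.93 without promyelocyte 1, 2.17 without myelocyte 1 and 3.76 without myelocyte 3. They were unequal among myelocyte arrays, Prss34 being at 12.68, 11.91 and 10.59 on myelocyte arrays 1, 2 and 3. Of 6 eosinophil markers 3 fell, among them Epx, which fell by 3.49, and Prg3, which fell by 3.17, while Ccr3 rose by 1.28 from a dim 4.14 (0.94 without myelocyte 1, under a fold of 2), and the list (adjusted p = 0.142) passed without promyelocyte 2 (0.00195). Without promyelocyte 2 Epx was at -5.14 and Prg3 at -4.34, without promyelocyte 3 they were at -2.57 and -2.27, and without promyelocyte 1 Epx was at -2.77. Of 10 dendritic cell markers 3 rose, including Cd209a (1.95), and Bst2 fell by 1.29, and the list (adjusted p = 0.191) passed without myelocyte 3 (0.00925). The class II gene H2-Aa, another that rose (1.97), was at 10.07, 9.15 and 6.71 on the 3 myelocyte arrays, and its call was lost without promyelocyte 1 (adjusted p = 0.0548), promyelocyte 2 (0.0793), myelocyte 1 (0.1) or myelocyte 2 (0.0739). It was at 1.25 without myelocyte 1 and 2.93 without myelocyte 3. Monocyte markers had 2 of 13 rise and 2 fall, Ly86, which fell by 1.92, changing most (adjusted p = 0.623). Without promyelocyte 1 the calls for C1qb (1.06, adjusted p = 0.0781), C1qc (0.999, under a fold of 2) and Ms4a6c (-1.08, adjusted p = 0.107) were lost. Calls of 1 or 2 genes were made in the B cell list (Cd74, 2.33, or 1.63 and 3.26 without myelocyte 1 and 3, and Cd79b, which fell by 1.48), the T and NK list (Il7r, 1.97, from a dim 3.72, or 1.38 without myelocyte 1), the megakaryocyte list (the integrin gene Itgb3, 2.46, and Clec1b, from a dim 3.95 to 6.45) and the stromal and endothelial list (Pecam1, which fell by 1.60), none of which passed as a list, and limma called 0 of 7 erythroid markers, with 1 at an unadjusted p under 0.05.

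The third comparison followed myelocytes into granulocytes, the last stage sorted. The largest increases in granulocytes included the C-type lectin receptor Clec4d (4.57 ± 0.20, 23.8-fold, adjusted p = 2.11e-09), Vnn3 (4.43), Pla2g7 (4.24), the junctional adhesion gene Jaml (4.16) and interleukin 1 beta, Il1b (3.99 ± 0.17, 15.9-fold). The largest decreases included the basophil markers Prss34, which fell by 5.26 ± 0.78 (38.3-fold, adjusted p = 0.000128), Mcpt8, which fell by 5.07 ± 0.53 (33.6-fold), Fcer1a, which fell by 4.99, Cpa3, which fell by 4.77, and Ms4a2, which fell by 4.41, the last 3 to dim means of 3.39, 3.97 and 3.52. The myelocyte arrays were unequal in these markers, Mcpt8 being at 12.15, 10.98 and 9.70 on arrays 1, 2 and 3. Mcpt8, Fcer1a, Cpa3 and Ms4a2 were at -4.46, -4.12, -4.10 and -3.60 without myelocyte 1 and at -5.69, -5.70, -5.56 and -5.30 without myelocyte 3. The secreted lectin gene Fcnb fell by 3.92 ± 0.38 (15.1-fold). Further decreases were in the checkpoint kinase Bub1, which fell by 3.57 ± 0.36 (to a dim 4.46), the spindle motor Kif11, which fell by 3.51 ± 0.33, and topoisomerase Top2a, which fell by 3.41 ± 0.30 (10.6-fold). There were 469 genes higher and 1188 lower, 8.31% of those tested, and 469 and 1178 did not overlap between groups. This split depended on scaling, since centring on the 75th percentile gave 801 higher and 730 lower and moved the median of all genes from 0.09 to 0.37.

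All 19 mitosis genes fell in granulocytes, Mki67 going from 10.14 to 7.01, and the median of -2.81 lay far under that of all genes on either scale (camera adjusted p = 9.76e-23, and adjusted p = 0.143 with an estimated correlation). DNA replication genes fell in 19 of 21 cases, the primase Prim1, which fell by 3.11 to a dim mean, and Rrm2, which fell by 2.94, most of all, while Gins2 (0.07) and Cdc45 (-0.50) did not pass (adjusted p = 4.29e-16, and adjusted p = 0.181 with an estimated correlation). Ribosome biogenesis genes fell in 7 of 20 cases, including Nop58, which fell by 2.05 to a dim 4.40, and Npm1, which fell by 1.82, and Polr1a rose by 1.27 (adjusted p = 1.15e-07, and adjusted p = 0.247 with an estimated correlation). Of 18 mitochondrial respiration genes 3 fell, including Idh3a, which fell by 2.05, and Fh1, which fell by 2.00 (adjusted p = 4.86e-07, and adjusted p = 0.287 with an estimated correlation). In the primary granule list 5 of 10 genes fell further, Ms4a3, which fell by 3.26, and Ctsg, which fell by 2.60, in the lead (adjusted p = 1.98e-05, and adjusted p = 0.263 with an estimated correlation). Of 18 stem and progenitor genes 2 fell, Gata2, which fell by 2.91 (-2.16 without myelocyte 1 and -3.52 without myelocyte 3), changing most (adjusted p = 0.473).

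Neutrophil receptors rose in 11 of 15 cases from myelocytes to granulocytes, including Clec7a (2.43), the bacterial lipopeptide receptor Tlr2 (2.14), Ccr1 (1.93) and the G-CSF receptor Csf3r (1.76 ± 0.14), and the call held (camera adjusted p = 2.78e-13, and adjusted p = 0.0129 with an estimated correlation). Inflammatory mediators rose in 7 of 16 cases, Cxcl2 by 3.32, the prostaglandin synthase Ptgs2 by 3.31 and Il1rn by 2.06 beside Il1b, and Ccl4 fell by 1.71 (-1.05 without myelocyte 1), or 2 fell when adjusted over the list alone (adjusted p = 0.0067, and adjusted p = 0.543 with an estimated correlation). Interferon response genes rose in 7 of 17 cases, Oasl2 by 2.70, Rsad2 by 2.47 and Ifit3 by 2.17 (adjusted p = 1.15e-05, and adjusted p = 0.287 with an estimated correlation). Of 14 secondary granule genes 12 did not pass in this step, with Ltf at 13.15 and 12.87 (adjusted p = 0.697). Ceacam10 rose by 1.04, which was under a fold of 2 without myelocyte 2 (0.97) or granulocyte 2 (0.96) and at 0.9997 without myelocyte 1, and Chil3 fell by 1.07, a call lost without granulocyte 1 (adjusted p = 0.0507) or granulocyte 3 (0.0565). Adam8 (1.35) was among those of 11 tertiary granule genes that rose (adjusted p = 0.0106, and adjusted p = 0.139 with an estimated correlation). Limma called 0 of 5 NADPH oxidase genes, with 0 at an unadjusted p under 0.05 (adjusted p = 0.625). Of 20 transcription factors 5 rose, including Rara (2.19), Junb (2.04) and Fos (1.72), and 5 fell, including Gfi1, which fell by 1.35, and Cebpe, which fell by 1.33 (adjusted p = 0.913). Slc2a1 (1.52) was the 1 glycolysis gene of 15 called (adjusted p = 0.794).

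Of 12 nuclear envelope genes the B-type lamin gene Lmnb1 rose by 1.20 ± 0.22 in granulocytes, though by 0.95 without myelocyte 1 and 0.9999 without granulocyte 3, under a fold of 2, while Lmnb2 fell by 1.10 and Banf1 fell by 1.48 (adjusted p = 0.137). In the miRNA pathway Mov10 (2.72) and Ago4 (1.33) rose, and 4 fell, including Ran, which fell by 1.90, and Dicer1, the cytoplasmic nuclease of miRNA maturation, which fell by 1.12. The list median, -0.18 or 0.10 with 75th percentile centring, lay under that of all genes. The list missed the threshold (adjusted p = 0.0596) but passed without granulocyte 3 (0.0138). Among the hosts of intronic miRNAs Sfmbt2 rose by 3.19 ± 0.16 from a dim 4.39 and Ska2 fell by 2.60, Mcm7 fell by 2.22, Smc4 fell by 1.35 and Ctdspl fell by 1.16 (adjusted p = 0.119). Among the genes of the study's lists, 2 of those higher in LSK cells fell, including Rgs1, which fell by 3.12 to a dim 4.31, and Trp53inp1 rose by 1.30 (adjusted p = 0.339), and 2 rose and 2 fell of the other genes it named, including Met, which fell by 1.23 to a dim 4.06 (adjusted p = 0.866). The basophil list fell (5 of 10 members, adjusted p = 0.00765, and adjusted p = 0.307 with an estimated correlation). Monocyte markers went both ways, 5 falling with Ccr2, which fell by 2.48, and Ms4a6c, which fell by 2.29, and 2 rising, and the list (adjusted p = 0.124) passed without myelocyte 3 (0.00499) or granulocyte 2 (0.0162). Of the dendritic cell markers 4 fell, or 5 adjusted over the list alone, H2-Ab1, which fell by 2.70, and H2-Aa, which fell by 2.38, among them, and Itgax rose by 1.36, the list (adjusted p = 0.226) passing without myelocyte 3 (0.00518). H2-Ab1 and H2-Aa were at -1.92 and -1.67 without myelocyte 1 and at -3.73 and -3.35 without myelocyte 3. Limma called 0 of 6 eosinophil markers, with 0 at an unadjusted p under 0.05, and 0 of 10 stromal and endothelial markers, with 1. The erythroid, T and NK cell, B cell and megakaryocyte lists held 1, 3, 1 and 1 calls, the erythroid call not passing when adjusted over the list alone, and none passed as a list.

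The study's search for miRNA targets compared promyelocytes with granulocytes, which are 2 steps apart. Granulocytes had more of the cytokine gene Il1f9 (7.53 ± 0.19, adjusted p = 4.02e-13, from a dim 4.27), Mmp9 (7.46), Mmp8 (7.34), Retnlg (6.97), Ceacam10 (6.97) and Ccr1 (6.74), the last 2 from dim means of 3.99. They had less of the granule proteases Ctsg, which fell by 5.97 ± 0.63 (62.5-fold, adjusted p = 7.6e-07), and Elane, which fell by 5.53 ± 0.55 (46.1-fold), of Mpo, which fell by 5.68 ± 0.37 (51.1-fold), and of Myc, which fell by 5.56 ± 0.26 (47.0-fold). There were 2020 genes higher and 3247 lower, 26.4% of those tested, and 2017 and 3230 did not overlap between groups. The split turned with arrays centred on the 75th percentile, to 3234 higher and 2448 lower, as the median of all genes moved from 0.13 to 0.51.

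Of the 10 predicted miRNA targets that the study named as lower in granulocytes, 9 fell and 1 did not pass, the same adjusted over the list alone, but because the study picked them on these samples this is not independent evidence. The progenitor transcription factor Myb fell by 3.48 ± 0.14, the histone methyltransferase Ezh2 fell by 2.97 ± 0.24, the survival gene Bcl2 fell by 2.86 ± 0.13, Mybl2 fell by 2.61 ± 0.23 and Bcl11a fell by 2.13 ± 0.22. Mef2c fell by 1.84 ± 0.18, Tcf4 fell by 1.69 ± 0.18, Pml fell by 1.24 ± 0.19 and Abl1 fell by 1.12 ± 0.16, while Mga, at -0.84 ± 0.17, missed the fold threshold and passed it without granulocyte 3 (-1.01). As a list they shifted down (adjusted p = 1.03e-06, and adjusted p = 0.109 with an estimated correlation). Between promyelocytes and myelocytes 7 of the 10 fell, including Myb, which fell by 2.45, and Bcl2, which fell by 2.11, while Ezh2, which fell by 1.01, was under a fold of 2 without promyelocyte 2 (-0.93) or myelocyte 1 (-0.67) (adjusted p = 3.75e-06, and adjusted p = 0.113 with an estimated correlation). In the last step Ezh2 fell by 1.97 and Myb fell by 1.03 (adjusted p = 0.000158, and adjusted p = 0.155 with an estimated correlation). Myb was then under a fold of 2 without myelocyte 2, myelocyte 3, granulocyte 1 or granulocyte 3 (-0.99, -0.97, -0.99 and -0.99). In the first Bcl11a fell by 1.59 and Mef2c fell by 1.15 (adjusted p = 0.0022, and adjusted p = 0.232 with an estimated correlation). Among 8 other measured genes that the study named, the cell cycle transcription factor E2f2 (2.75 ± 0.20) and Spi1 (1.77) rose, and Met fell by 4.41 to a dim 4.06, Cebpa fell by 1.56 and Myc fell as given above, while Runx1 (-0.68), Lmnb1 (0.62) and Csf1r (0.34) did not pass (adjusted p = 0.581).

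**Figure D3:**
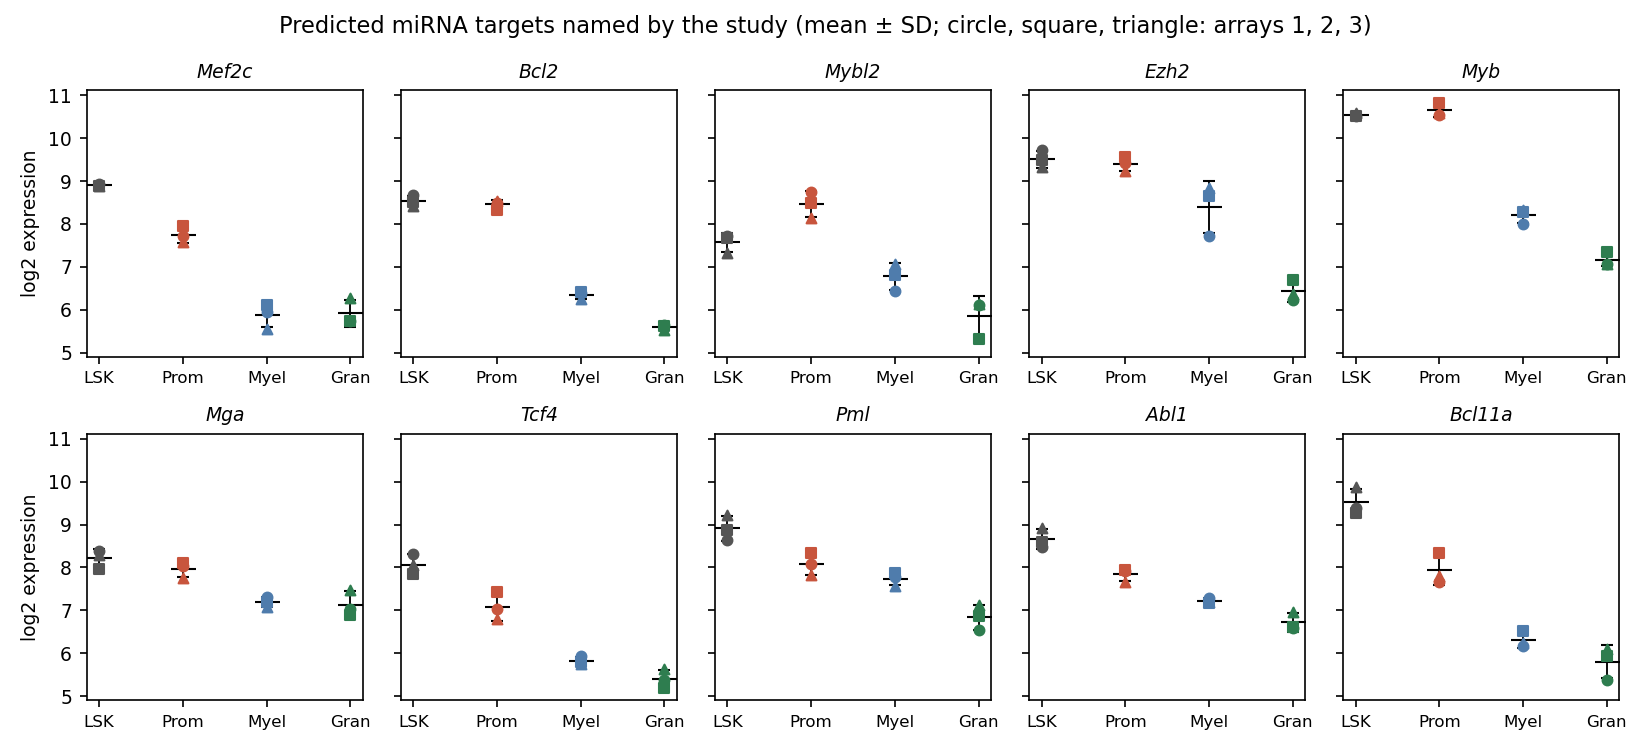
Points give the log2 value on each of the 3 arrays per stage for the 10 genes that the study named as predicted targets lower in granulocytes, with bars for the mean and SD. From promyelocytes to granulocytes Myb fell by 3.48 and Mga, at -0.84, did not reach a fold of 2.

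Across the same span all 15 neutrophil receptors, all 14 secondary granule genes and all 5 NADPH oxidase genes rose, as did 8 of 11 tertiary granule genes. The receptor and tertiary granule calls held with correlation estimated (adjusted p = 0.0129 for each), whereas the secondary granule (adjusted p = 2.62e-11, and adjusted p = 0.113 with an estimated correlation) and oxidase calls (adjusted p = 0.000498, and adjusted p = 0.232 with an estimated correlation) did not. Inflammatory mediators rose in 10 of 16 cases, Il1b by 6.46 from a dim mean, and interferon response genes in 13 of 17, Oas3 by 4.57 (adjusted p = 0.000119 and 6.81e-07, and adjusted p = 0.408 and 0.232 with an estimated correlation). Primary granule genes fell in 9 of 10 cases (adjusted p = 1.58e-05, and adjusted p = 0.26 with an estimated correlation). Mitosis genes fell in 18 of 19 cases (adjusted p = 4.35e-11, and adjusted p = 0.287 with an estimated correlation), with Ube2c at -0.96 not passing, though it did without promyelocyte 3 (-1.03) or granulocyte 3 (-1.22). DNA replication genes fell in 21 of 21, Prim1 fell by 4.81 to a dim mean (adjusted p = 1.27e-13, and adjusted p = 0.218 with an estimated correlation), and ribosome biogenesis genes in 19 of 20, Nop58 fell by 5.25 to a dim mean (adjusted p = 1.27e-13, and adjusted p = 0.139 with an estimated correlation). Of 18 mitochondrial genes 11 fell, Idh3a by most, which fell by 4.52 (adjusted p = 6.81e-07, and adjusted p = 0.287 with an estimated correlation). Glycolysis genes split 4 to 3 (adjusted p = 0.559), with Slc2a3 rising by 5.16 and Pfkl, which fell by 1.76, and the transcription factors 11 to 6 (adjusted p = 0.259), with Rara rising by 3.48 and Irf8, which fell by 3.86. Stem and progenitor genes fell in 6 of 18 cases (adjusted p = 0.0154, and adjusted p = 0.531 with an estimated correlation).

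Components of the miRNA pathway went in both directions between promyelocytes and granulocytes, 9 falling, 4 rising and 7 of 20 not passing (adjusted p = 0.134 for the list). Among those that fell, Ran fell by 3.46 ± 0.15, Drosha fell by 2.92 ± 0.16, its partner Dgcr8 fell by 2.13 ± 0.20, the export receptor Xpo5 fell by 1.71 ± 0.18 and Xpo1 fell by 1.35. Dicer1 fell by 1.60 ± 0.15, while Mov10 (3.12 ± 0.18), Ago4 (2.03 ± 0.17), Tnrc6b (1.63) and Tnrc6a (1.25) rose, Ago2 (0.86), Ago3 (-0.73) and Tnrc6c (0.24) did not pass and Ago1 fell by 1.03. Ago1 was under a fold of 2 without promyelocyte 2 (-0.87), granulocyte 1 (-0.95) or granulocyte 2 (-0.99). Hosts of intronic miRNAs split 5 to 5 (adjusted p = 0.667), Pde2a (3.09) and Sfmbt2 (3.00) rising and Mcm7, which fell by 4.43, and Ska2, which fell by 2.64. Nuclear envelope genes split 3 to 2 (adjusted p = 0.625), Syne1 (3.76) and Syne2 (2.62) among those rising and Banf1, which fell by 3.28, and Lmnb2, which fell by 1.83. Among other cell types, 5 basophil markers fell and Hdc rose by 1.82 (adjusted p = 0.127). Of the eosinophil genes 3 fell, Epx, which fell by 3.58 (-2.85, -5.23 and -2.66 without promyelocyte 1, 2 and 3), the most, and Ccr3 rose by 1.24 from a dim mean (adjusted p = 0.249, passing without promyelocyte 2 at 0.0146). Monocyte markers had 4 rise and 4 fall (Adgre1, 1.90, and Ly86, which fell by 3.83), and the erythroid, B, T and NK, megakaryocyte, dendritic and stromal lists had at most 2 calls in either direction with no list past the threshold. The study's targets higher in LSK cells had 2 rise, Trp53inp1 by 5.23 and Zfp36 by 2.76, and 4 fall (adjusted p = 0.377).

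The ends of the series, LSK cells and granulocytes, differed in 1912 higher and 3293 lower genes, 26.1% of those tested. The chemokine receptor Ccr1 rose by 7.97 ± 0.23 (adjusted p = 1.02e-12) from 2.75, under the olfactory level, Slfn4 rose by 7.46, Il1f9 by 7.43 and Dhrs9 by 6.94, the last 2 from dim means of 4.36 and 3.64, while the angiopoietin gene Angpt1 fell by 6.85 ± 0.50 to a dim 3.08, Myc fell by 6.21, Flt3 fell by 5.84 and the homeobox gene Meis1 fell by 5.82. Of the called genes 1910 and 3288 did not overlap between groups. Centring on the 75th percentile turned this split as well, to 2897 higher and 2521 lower, as the median of all genes moved from 0.17 to 0.51.

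Between the ends, 16 of 18 stem and progenitor genes fell (adjusted p = 1.48e-09, and adjusted p = 0.147 with an estimated correlation), with Tal1 (-0.70) and Hoxa10 (-0.38) not passing. All 15 receptors and 9 of 11 tertiary granule genes rose (adjusted p = 1e-12 and 1.23e-07, and adjusted p = 0.0129 for each with an estimated correlation). All 14 secondary granule genes (adjusted p = 7.58e-12, and adjusted p = 0.109 with an estimated correlation) and all 5 oxidase genes (adjusted p = 0.000107, and adjusted p = 0.198 with an estimated correlation) rose too. Interferon response genes rose in 11 of 17 cases, Oas3 by 3.08 (adjusted p = 0.001, and adjusted p = 0.408 with an estimated correlation), and inflammatory mediators in 8 of 16, Osm by 4.04 (adjusted p = 0.00655, and adjusted p = 0.543 with an estimated correlation). Mitosis genes fell in 19 of 19, DNA replication genes in 20 of 21, ribosome biogenesis genes in 18 of 20 and mitochondrial genes in 9 of 18 cases (adjusted p = 7.5e-11, 1e-12, 9.81e-13 and 0.000107). With an estimated correlation these lists had adjusted p = 0.287, 0.232, 0.143 and 0.408. Of 10 primary granule genes 7 fell, Mpo by most, which fell by 4.44, and Cd63 rose by 1.15 (adjusted p = 0.00315, and adjusted p = 0.411 with an estimated correlation). Transcription factors split 10 to 3 (adjusted p = 0.362), Cebpd rising by 3.35, and glycolysis genes 7 to 3 (adjusted p = 0.0732), Pfkfb4 rising by 4.33, a list that passed without LSK 1 (0.0312). In the miRNA pathway 9 fell and 3 rose (adjusted p = 0.0267, and adjusted p = 0.564 with an estimated correlation), Ran, which fell by 3.28, and Drosha, which fell by 3.02, changing most. Hosts of intronic miRNAs had 3 rise and 6 fall (adjusted p = 0.134), and nuclear envelope genes 4 rise and 1 fall (adjusted p = 0.687). All 10 of the study's targets lower in granulocytes fell (adjusted p = 7.32e-08, and adjusted p = 0.0766 with an estimated correlation), though Mga, at -1.09, was under a fold of 2 without LSK 1 (-0.9991) or granulocyte 2 (-0.97). Of the study's 14 targets higher in LSK cells 12 fell and Trp53inp1 rose by 3.16 (adjusted p = 2.22e-06, and adjusted p = 0.147 with an estimated correlation), and of its other genes 3 rose and 2 fell (adjusted p = 0.857). Of the other cell types only the B cell list passed, with 6 of 11 falling, Igll1, which fell by 1.76, among them (adjusted p = 0.0444, and adjusted p = 0.531 with an estimated correlation), and its call was lost without LSK 2 (0.0775), granulocyte 1 (0.0721) or granulocyte 3 (0.0503).

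Genes that were highest or lowest in 1 stage, against each of the other 3 at the threshold, marked the ends of the series more than its middle. LSK cells had 323 genes highest and 142 lowest, promyelocytes 94 and 105, myelocytes 79 and 9, and granulocytes 380 and 995. Dntt exceeded its next stage in LSK cells by 5.34, Ctla2a by 4.53 and Emcn by 4.04, with Dntt and Emcn dim in every other stage, and Clec5a, at -2.95, was lowest there, its difference from promyelocytes being 2.29 without LSK 3. In promyelocytes Epx (3.49), Prg2 (3.03), Prg3 (2.96), the receptor Met (2.74) and F13a1 (2.61) were highest, and Nr4a1 (-2.75) and Aqp9 (-2.35) lowest. Prg2 was no longer called against myelocytes without promyelocyte 1 (-2.31, adjusted p = 0.0685) or promyelocyte 3 (-2.27, 0.067), and was at -4.51 without promyelocyte 2. Against myelocytes Epx was at -2.77, -5.14 and -2.57 without promyelocyte 1, 2 and 3, and against granulocytes Prg3 was at -4.13 and -2.06 without promyelocyte 2 and 3. Myelocytes had highest Fcnb (3.54), Orm1 (3.20), Fcer1a (3.04), Cd200r3 (3.01) and C3ar1 (2.97), of which Fcer1a belongs to the basophil list. Cd200r3 and C3ar1 were dim in every other stage, at 3.09 or less and 4.07 or less, so their differences are from dim signal, and Fcer1a was dim in LSK cells and granulocytes and Orm1 in LSK cells. Without myelocyte 1 Fcer1a and Cd200r3 exceeded promyelocytes by 2.17 and 2.21 and C3ar1 fell by 2.20 in granulocytes, and without myelocyte 3 these values were 3.76, 3.77 and -3.76. Without promyelocyte 1 or 2 Fcer1a exceeded promyelocytes by 3.93 or 2.00. The proteoglycan gene Srgn (-1.41) was lowest in myelocytes. Granulocytes had highest Clec4d (4.57), Vnn3 (4.43) and Il1b (3.99), the last 2 dim in LSK cells and promyelocytes, and lowest Bub1 (-3.57, to a dim mean), Kif11 (-3.51) and Top2a (-3.41). The promyelocyte count rose to 147 without promyelocyte 3 and the count lowest in myelocytes was 18 without myelocyte 1 and 6 without myelocyte 3. Centring on the 75th percentile gave 658 genes highest and 602 lowest in granulocytes.

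**Figure D4:**
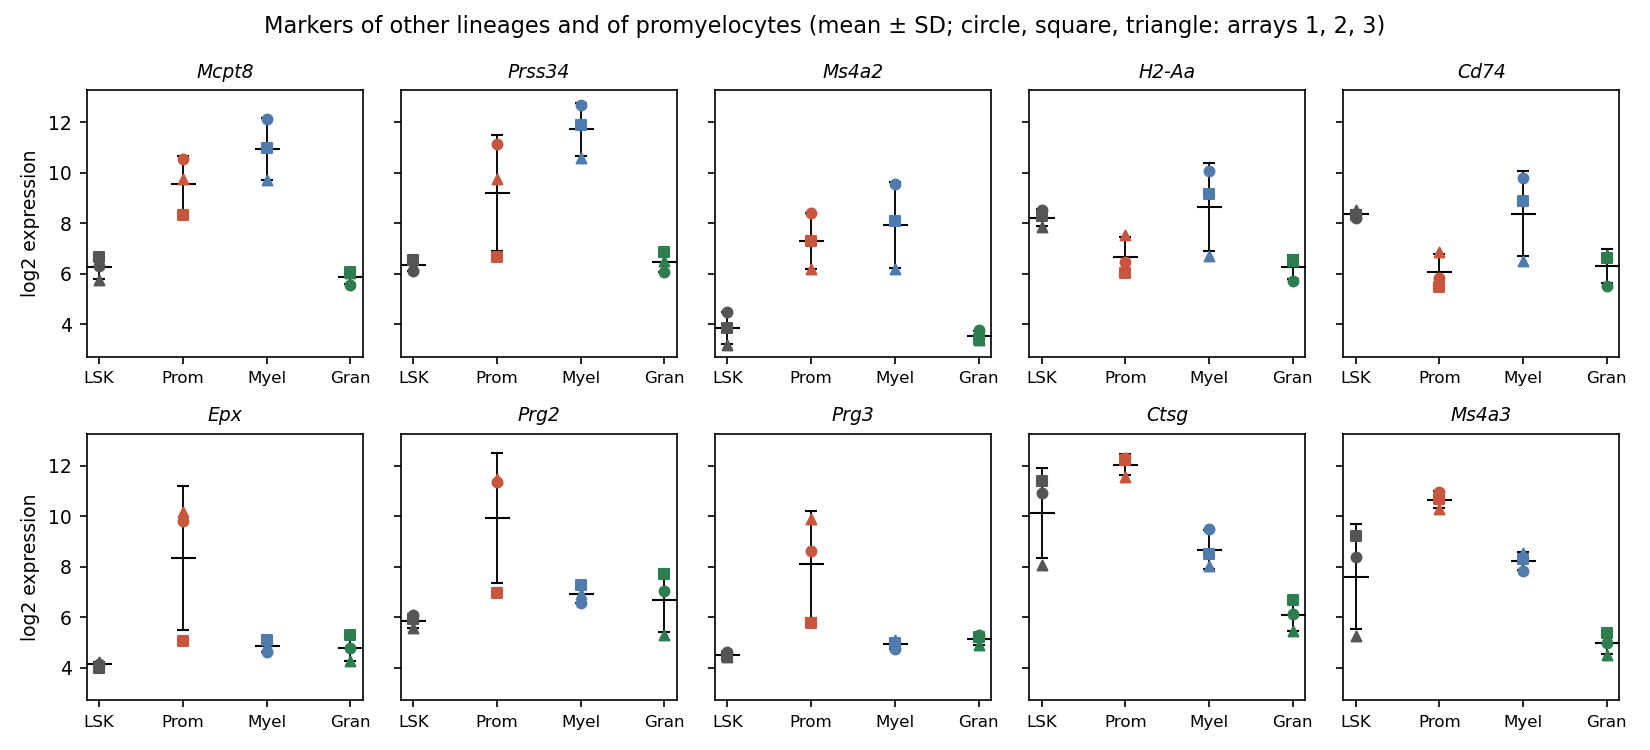
Points give the log2 value on each array for the basophil genes Mcpt8, Prss34 and Ms4a2, the class II genes H2-Aa and Cd74, the eosinophil genes Epx, Prg2 and Prg3, and the primary granule genes Ctsg and Ms4a3, with circle, square and triangle for arrays 1, 2 and 3 of a stage. Mcpt8 stood at 12.15, 10.98 and 9.70 on the 3 myelocyte arrays, and Epx at 9.81, 5.06 and 10.19 on the 3 promyelocyte arrays.

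The antigens used for sorting were measured as a check of the populations and are no finding. Kit was at 10.77, 9.75, 7.74 and 7.29 in LSK cells, promyelocytes, myelocytes and granulocytes, Cd34 at 11.31, 10.39, 5.21 and 4.98, and Ly6g at 4.50, 5.01, 12.31 and 12.24. From LSK cells to promyelocytes the Fc receptor genes Fcgr3 (2.40, or 1.78 without LSK 3) and Fcgr2b (1.36) were higher, and from promyelocytes to myelocytes Itgam (4.39) and Ptprc (2.22) were higher. From myelocytes to granulocytes limma called 0 of the 8 measured antigens, 3 having an unadjusted p under 0.05, and Cd3e, from 4.89 to 5.35 over the 4 stages, was called in none of the 5 comparisons. As a list these antigens passed in no comparison, with adjusted p from 0.0976 to 0.857.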

Values the study reported

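The study measured 585 mature miRNAs in the same 4 populations and reported that 129 of them differed by a factor of 2 or more between stages, of which 37 were highly expressed. It reported 78 miRNAs as higher and 36 as lower in granulocytes than in promyelocytes. Between promyelocytes and granulocytes it found 67 predicted messenger targets whose level ran against that of a single miRNA. A set of 9 miRNAs with their peak in promyelocytes was paired with 22 targets, and 21 miRNAs enriched in granulocytes were paired with 125 targets. The purity of every sorted population was given as over 84%.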

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

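The alternatives with the least correlated array of each group left out, with 3 arrays left out for their basophil or eosinophil signal, and with genes of the sex chromosomes removed were chosen after the data were seen. No named gene changed direction with a call under the normalizations, the mean of a gene's rows, the other estimates of spread, the replicate block or the omission of an array: of 1991 tests, the first 3 kinds lost from 0 to 61 calls and gained from 0 to 57, and omissions lost from 12 to 37 and gained from 7 to 24. The counts stayed within 1.5 times of their values as deposited except as follows. Centring on the 75th percentile gave 801 higher and 730 lower from myelocytes to granulocytes, 3234 higher from promyelocytes to granulocytes, 2897 higher from LSK cells to granulocytes, 51 highest and 16 lowest in myelocytes and 658 highest and 602 lowest in granulocytes, and turned the balance of calls in all comparisons but the first, because centring raised the arrays with low 75th percentiles, those of granulocytes and, less so, of myelocytes (6.88 to 6.92, against 6.90 to 7.01 in promyelocytes). Testing every row gave 2763 higher from promyelocytes to myelocytes, 3844 higher from promyelocytes to granulocytes, and 3770 higher and 4980 lower from LSK cells to granulocytes, since more rows were tested. With no fold threshold the counts were 1155 and 1439, 3102 and 3798, 1609 and 2764, 5114 and 4819, and 5300 and 5038 in the 5 comparisons, with the balance turned in the last 2, and by stage 769 and 447 (LSK cells), 519 and 432 (promyelocytes), 308 and 86 (myelocytes) and 1264 and 2238 (granulocytes). With limma's treat against a fold of 2 they were 18 and 84, 762 and 821, 145 and 301, 1262 higher, and 1212 and 2146, and by stage 62 and 12, 4 and 12, 8 and 0, and 129 and 258. The count of 0 genes lowest in myelocytes by treat compares with 1 by treat at an unadjusted p under 0.05, 9 by limma's eBayes with the fold threshold and 86 without it, and no treat version of the F test was run. With array weights 159 genes were highest in promyelocytes, and with LSK 1, promyelocyte 3, myelocyte 1 and granulocyte 3 left out together 584 genes were higher from LSK cells to promyelocytes, 241 were highest in promyelocytes and 16 lowest in myelocytes. Without myelocyte 1, promyelocyte 1 and promyelocyte 3 the count lowest in myelocytes was 20, and the step from LSK cells to promyelocytes had 300 higher and 395 lower. This left 1 promyelocyte array, which is assumed to vary like the other groups. The cause of these last shifts was not tested. Removing 748 genes of the X and Y chromosomes gave 308 and 528, 1472 and 1900, 459 and 1150, 1960 and 3147, and 1850 and 3184. With the unadjusted p the counts were 336 and 560, 1520 and 1972, 471 and 1195, 2021 and 3248, and 1913 and 3303.

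With each array left out in turn, the counts higher and lower ran from 231 to 403 and 480 to 627 from LSK cells to promyelocytes, 1442 to 1602 and 1808 to 2226 from promyelocytes to myelocytes, 431 to 517 and 1095 to 1248 from myelocytes to granulocytes, 1955 to 2057 and 3131 to 3427 from promyelocytes to granulocytes, and 1877 to 1950 and 3187 to 3371 from LSK cells to granulocytes. The F test ran from 9739 to 11618. By stage, highest and lowest, the ranges were 277 to 375 and 111 to 170 (LSK cells), 72 to 147 and 97 to 112 (promyelocytes), 63 to 103 and 6 to 18 (myelocytes), and 353 to 405 and 936 to 1059 (granulocytes), with the 147 reached without promyelocyte 3, the 6 without myelocyte 3 and the 18 without myelocyte 1. List calls ran from 70 to 78, and of 981 calls of named genes from 944 to 969 were kept. With an estimated correlation 10 of 150 list tests passed against 73, a loss of 63 calls. The median of the hosts of intronic miRNAs from LSK cells to promyelocytes became 0.0599 with median centring, and that of the miRNA pathway from myelocytes to granulocytes became 0.10 with 75th percentile centring. From 0 to 11 list calls were lost and from 0 to 3 gained under the normalization, filter and block settings, and with fry 4 were lost and 27 gained. With the replicate number as a block the counts were 328 and 550, 1517 and 1971, 469 and 1191, 2021 and 3248, and 1912 and 3300. Of the named genes 0 calls were lost with this block and 7 were gained, among them Mcpt8 from promyelocytes to myelocytes (1.39, adjusted p = 0.0412 against 0.0566), the only change of a named gene or list in that comparison. Ctsg (adjusted p = 0.00716 against 0.0614) and Elane (0.0393 against 0.0856) from LSK cells to promyelocytes were gained too. The numbers did not pair the samples across all 4 populations, since 7 of 18 pairs of arrays with the same number had correlated deviations over 0.1, from -0.25 to 0.25, and 6 of 12 arrays correlated best with their own number. Array signal limits dim genes, as 5901 genes lay at or under the olfactory level in every group.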

Other observations

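The tests of unequal arrays below were chosen after the values were seen, and the splits of the arrays were planned before. The choice of miRNA gene rows as a group was also made after the values were seen. The arrays carry rows for 300 genes named as miRNAs or their hosts, which read precursor transcripts and not mature miRNAs, and 127 of them exceeded the olfactory level. Between promyelocytes and myelocytes 4 rose and 10 fell. The transcripts of the miR-17-92 cluster were among those that fell: Mir18 fell by 2.39, Mir20a fell by 2.38, Mir19b-1 fell by 2.58, Mir19a fell by 2.15, Mir17 fell by 1.58 and the host transcript Mir17hg fell by 1.54. The 4 that rose were Mir142 (2.13, from 7.28 to 9.40), Mir687 (1.91), Mir340 (1.69) and Mir15b (1.10), of which Mir15b lost its call without promyelocyte 1 (0.98), promyelocyte 2 (1.11), myelocyte 2 (0.78) or myelocyte 3 (1.04). From promyelocytes to granulocytes 13 rose and 12 fell, with Mir340 (2.32), Mir15a (1.88), Mir140 (1.64) and Mir16-1 (1.43) among those that rose. From LSK cells to promyelocytes limma called 0 higher, against 42 at an unadjusted p under 0.05 and 2 of these at a fold of at least 2. It called 3 lower: Mir27a fell by 1.48, Mir155 fell by 1.07, and fell by 0.82 without LSK 1 and fell by 0.89 without promyelocyte 1, and Mir680-2 fell by 1.01, and fell by 0.69 without LSK 3 and fell by 0.76 without promyelocyte 2.

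Sex-linked transcripts differed among arrays of the same population. Xist was at 8.50 to 11.42 on the 3 LSK arrays, promyelocyte 2 and 3, myelocyte 2 and granulocyte 2 and 3. On the other arrays it was at 3.34 to 4.30, and the Y-linked Eif2s3y at 7.99 to 9.29. These values thus differed in part with stage, and an effect of sex on autosomal genes was not tested.

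With 3 arrays against 3 there are 10 splits of the 6 arrays, too few for a share under 0.05, and 1 of the 10 splits, the real one, gave as many genes in each count. For promyelocytes and myelocytes, whose same-numbered arrays had correlated deviations, 3 other splits part all 3 pairs and the rest part 1. The real counts higher and lower, with the highest of the other splits, were 321 and 549 (24) from LSK cells to promyelocytes, 1517 and 1968 (0) from promyelocytes to myelocytes, 469 and 1188 (1) from myelocytes to granulocytes, 2020 and 3247 (0) from promyelocytes to granulocytes and 1912 and 3293 (0) from LSK cells to granulocytes. Among 100 groupings of the 12 arrays, the real one included, 1 gave as many genes in the F test (10767, highest other 3422), and chance can be excluded there. The same held for genes highest and lowest in LSK cells (323 and 142, highest others 10 and 19), lowest in promyelocytes (105, 44) and highest and lowest in granulocytes (380 and 995, 330 and 954), each with 1 grouping as large. For genes highest in promyelocytes (94, 221), highest in myelocytes (79, 337) and lowest in myelocytes (9, 947), 2 groupings were as large, and for list calls (73, 74) 4 were, so that chance can be excluded at a share under 0.05. The groupings with several times the real count point to a structure of the samples, since the drawn groups for these 3 counts held all 3 arrays of another stage, LSK cells or granulocytes, and 92.3%, 80.4% and 79.4% of their genes were also called for that stage in the real grouping.

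Basophil transcripts were unequal among the myelocyte arrays, with Mcpt8 at 12.15, 10.98 and 9.70 and Prss34 at 12.68, 11.91 and 10.59 on arrays 1, 2 and 3. Cells of the basophil lineage at unequal shares are a candidate source: 6 of the 10 list members exceeded the olfactory level in myelocytes, and 5 of the 6 were highest on array 1 and lowest on array 3 (median difference 2.69), which does not decide it, since 3 of them, Mcpt8, Prss34 and Ms4a2, prompted the look and 2 of the other 3 had this order, and the sort gated on Gr-1, cKit, CD34 and CD16/32, which would remove basophils without Gr-1 though no antibody named is against that lineage alone. A lower share of myelocytes would raise other types alike, against which the eosinophil list moved by -0.27, and 33 members of 6 other lists, a test added after the first had been seen, by a median of -0.0556 (75th percentile 0.49, lower quartile of the basophil members 2.18). That added test left out the monocyte (1.47) and dendritic (1.62) lists and the class II gene Cd74 (9.78 on array 1 and 6.51 on array 3), which moved with the basophil list, so cells of those types may also have differed in share, while the mitosis (-0.92) and DNA replication (-0.77) lists were lower on array 1, so that a lower share of dividing myelocytes there stays open too. A median difference of all genes of -0.013 cannot test a shift of the whole array, since the authors had normalised the arrays together. Nor can the medians of 10000 like-level random lists of the same values (95% from -0.21 to 0.30). No biological explanation was tested, since the labels give no group within myelocytes.

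Eosinophil transcripts were high on 2 of the 3 promyelocyte arrays, with Epx at 9.81, 5.06 and 10.19 and Prg2 at 11.37, 6.97 and 11.46 on arrays 1, 2 and 3. Cells of the eosinophil lineage may have entered these sorts at unequal shares, but this is not decided: 4 of the 6 list members exceeded the olfactory level and 3 of the 4 were higher on arrays 1 and 3 (median difference 3.98), yet these 3, Epx, Prg2 and Prg3, prompted the look, the 1 other, Siglecf, did not follow, and the gates on cKit, CD34, CD16/32 and Gr-1 would remove maturing eosinophils without these antigens. The first test of a lower promyelocyte share was undecided, as the monocyte list moved by 0.22, just over the bound set for it. A wider test added after that result was seen found a median of -0.0944 over 49 members of 7 other lists (75th percentile 0.22, lower quartile of the eosinophil members 2.56), and -0.0905 over 56 members (0.25) with the basophil list that it had left out, which argues against that explanation, although 2 of the 7 basophil members over the olfactory level, Prss34 and Fcer1a (3.13), moved with the eosinophil genes and Mcpt8 (1.83) partly did, so cells of the basophil lineage may also have differed in share. The normalised all-gene median (difference -0.0138) cannot test a whole-array shift. Nor can random lists (95% from -0.37 to 0.22). No biological explanation was tested.

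Primary granule transcripts were lower on 1 of the 3 LSK arrays, Ms4a3 being at 8.37, 9.20 and 5.26 and Ctsg at 10.93, 11.40 and 8.09 on arrays 1, 2 and 3, and the list's median difference was 1.44. A candidate source is cells like promyelocytes at a higher share on arrays 1 and 2: of the 94 genes highest in promyelocytes, 76 (80.9%) were higher on both arrays than on array 3, and so were 71 (79.8%) of the 89 outside the primary granule list that prompted the look (median difference 0.54), against 33.9% of all genes and 25.8% to 46.1% in 95% of random lists of like level, though genes that move together are not independent. The LSK sort took Sca1-positive cells without Gr-1 or CD11b, and Sca1 was among the lineage antibodies of the promyelocyte sort, so these gates would remove promyelocytes as sorted here, which counts against this source unless some cells passed the gates. The normalised all-gene median (difference 0.0175) cannot test a whole-array shift. Nor can random lists (95% from -0.13 to 0.30). Other lists also differed and stay open. Inflammatory mediators (0.83), erythroid markers (0.51), transcription factors (0.44), mitosis (0.44), basophil markers (0.39) and NADPH oxidase (0.39) were higher on arrays 1 and 2. The interferon response (-0.40) and the study's targets higher in LSK cells (-0.41) were lower. No biological explanation was tested.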
